A study of Homo sapiens with 48 samples.

How the data were processed

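RNA was sequenced from 48 samples of 3 uveal melanoma cell lines, 92-1, MEL202 and MP41, in 16 groups of 3 replicates. Each line was treated with FHT-1015, an inhibitor of the ATPases SMARCA4 and SMARCA2 of BAF chromatin remodelling complexes, or with DMSO, for 4 or 24 h. Line 92-1 was also treated with IDE196, an inhibitor of protein kinase C, for the same times, beside its own DMSO samples. The doses are not stated in the labels. The samples of a line and drug, with their DMSO samples at both times, are called an experiment here, so there were 4 experiments of 12 samples.

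The deposited files hold raw read counts per gene for each sample, unnormalised whole numbers in the layout of the STAR aligner's gene counts, with an unstranded column, a column for each strand and 4 kinds of summary counts (unmapped, mapped to several places, outside genes, ambiguous). The unstranded column was used, since the first strand held between 49.73% and 50.11% of the stranded reads in every sample. The files list 58870 genes under versioned Ensembl identifiers, and 92 spike-in controls with 0 reads in the 48 samples together, which were left out. The genome build and annotation behind the counts are not stated. Symbols and coordinates were taken by unversioned identifier from GENCODE release 29 (GRCh38), which holds 58552 of the 58870 genes, 47456 of them under the identical version. Positions are therefore those of GRCh38 and may differ in detail from the annotation the authors counted on.

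Reads counted in genes ranged from 11394088 to 32317711 per sample. Counts of reads are not counts of independent molecules, so intervals on single libraries cover counting error only. A value of 3 reads was taken as the floor. A gene with no replicate of a group above the floor has its fold change given as a bound, computed with the floor in place of that group.

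Each experiment was fitted on its own with edgeR 4.0.16 in R 4.3.3: TMM normalisation, filterByExpr with its defaults, negative binomial dispersions, quasi-likelihood fits with the 4 groups as the only terms, and quasi-likelihood F-tests. No replicate block was fitted, because the deviations from the group means of same-numbered FHT-1015 and DMSO libraries, across genes, correlated above 0.1 in only 7 of 18 pairs (from -0.32 to 0.51), and the IDE196 arms share no replicate numbers. Whether the IDE196 libraries and their DMSO libraries were prepared in pairs is not stated in the labels, and such pairing was not tested. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 over the genes tested in that comparison. Standard errors are the log2 fold change divided by the square root of its F statistic. Values per sample are edgeR's TMM-normalised CPM, given as mean and SD over 3 replicates.

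The contrasts were each drug against its DMSO at each time, DMSO at 24 h against 4 h, and the difference between the 24 h and 4 h effects. The difference of the FHT-1015 effect among the 3 lines was an F-test in a fit of the 36 FHT-1015 experiment samples, and the difference between the drugs a contrast in a fit of the 24 samples of 92-1. Calls shared between comparisons were set against the number that independence gives among genes tested in each. Gene lists for the melanocyte lineage (20 genes), for output of the MAPK pathway (19 genes) and for the cell cycle (24 genes) were tested with camera from limma 3.58.1 at a preset correlation between genes of 0.01, two-sided, adjusted over the 24 tests of 3 lists in 8 comparisons. MYC and CCND1 belong to the MAPK list as well as being cell-cycle regulators. The lists came from general knowledge of the field and not from these libraries.

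Genes are named by a rule. SMARCA4, SMARCA2, MITF and SOX10 are named everywhere. For FHT-1015 at each time, the 4 higher and 4 lower protein-coding genes with the largest smallest absolute log2 fold change over the lines are named, among genes called in the same direction in the 3 lines, with a mean of at least 5 CPM over the 36 samples and every treated replicate beyond every DMSO replicate in each line. For IDE196 the 3 largest rises and the 3 largest falls at each time are named under the same conditions within its 12 samples. Named too are the 3 genes with the smallest p for a difference among lines at each time among those called in opposite directions in different lines with a mean of at least 5 CPM, and the called member of each list with the largest change. For 3 genes that the rule gives, the results are not reported here. No other genes were taken in their place, and the counts of named-gene values under the alternatives include them.

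The comparisons, tests, gene lists, naming rule and most alternatives were chosen before the data were examined. Those alternatives were relative log expression normalisation, library size alone, no filter on low counts, the DESeq2 1.42.0 Wald test, the sum of both stranded columns, a fit of only the samples compared, all 48 samples in one fit, a replicate block, only the samples of that time for the differences among lines, shares of uniquely mapped reads, a threshold of 1 on the absolute log2 fold change, fry or an estimated correlation in place of the preset one, and leaving out each replicate in turn. Chosen after seeing the data were per-library offsets for GC content and exonic length (natural splines with 5 degrees of freedom each, fitted to the deviation of each library from the mean), limma-voom with library quality weights, and the newer quasi-likelihood method of edgeR.

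Splits of the samples into other groups were counted for each fitted result: the 10 splits of 6 libraries for comparisons of 3 against 3, 100 combined splits for shared calls, 100 regroupings of the 12 libraries for the differences between times, and 60 regroupings within each experiment for the differences among lines and between drugs. The method was tested on simulated counts in which 200 genes changed by 1 on the log2 scale at 24 h. It recovered 93% of them with the spread and depth of the 92-1 FHT-1015 experiment, 32.5% with those of MEL202, 56% with those of MP41 and 98% with those of the IDE196 experiment, with at most 7.1% false calls. The same simulations recovered 0% of the differences between times in MEL202, with 0 genes called, and 16.5% in MP41, so low counts of such differences in those lines carry little information on their absence.

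Libraries were checked for copies and for mislabelling. Each of the 48 libraries correlated most with the other libraries of its own line, and no pair of replicates was a copy (chi-square per degree of freedom from 4.18 to 180.48 over 48 pairs, where a resampled copy gives about 1).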

Results

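Gene expression was measured by RNA sequencing in 3 uveal melanoma cell lines treated with an inhibitor of BAF chromatin remodelling, and in 1 of them also with a protein kinase C inhibitor. The title of the series places the work in a question about BAF inhibition as a therapy for cancers that depend on transcription factors. There were 3 replicates in each of 16 groups: line 92-1, MEL202 or MP41 with FHT-1015 or DMSO at 4 or 24 h, and line 92-1 with IDE196 or a separate set of DMSO samples at 4 or 24 h. Reads counted in genes ranged from 11991337 to 24005016 per sample in the FHT-1015 experiment of 92-1, from 17050240 to 32317711 in that of MEL202, from 11394088 to 26355425 in that of MP41 and from 17838297 to 25466193 in the IDE196 experiment. Between 17592 and 27150 genes had at least 1 read. The lowest of these numbers belonged to replicate 2 of MEL202 with FHT-1015 at 4 h, and the other 47 libraries had at least 20023 genes with a read.

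The precision differed between the experiments. The biological coefficient of variation was 0.117 in the FHT-1015 experiment of 92-1, 0.294 in MEL202, 0.217 in MP41 and 0.112 in the IDE196 experiment. The median standard error of a log2 fold change at 4 h was 0.142, 0.314, 0.233 and 0.141 in the same order.

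The first comparison asks which genes respond to FHT-1015 in each line, early and late. In 92-1 at 4 h, 2016 genes were higher and 2615 lower than in DMSO among 15685 genes tested. At 24 h, 4580 genes were higher and 4920 lower. MEL202 had 25 genes higher and 83 lower at 4 h among 15913 tested, and 1383 higher and 1601 lower at 24 h. In MP41, 11 genes were higher and 24 lower at 4 h among 15543 tested, and 2709 were higher and 2908 lower at 24 h. The alternatives moved the 4 h counts of MEL202 and MP41 most: a fit of only the 6 MEL202 samples compared gave 0 genes higher and 0 lower, with 589 genes at an unadjusted p under 0.05, whereas all 48 samples in one fit gave 370 higher and 472 lower. In MP41 at 4 h, limma-voom with quality weights gave 200 higher and 448 lower. Single libraries also moved these numbers. In MEL202 at 4 h, 6 genes were higher without replicate 1 of FHT-1015 at 4 h and 22 lower without its replicate 3. At 24 h in MEL202, 788 were higher without replicate 1 of DMSO at 24 h and 971 lower without replicate 3 of FHT-1015 at 24 h. In MP41 at 4 h, 1 gene was higher without replicate 1 of DMSO at 4 h, 6 were lower without its replicate 2, and without replicate 2 of DMSO at 24 h the numbers were 34 and 107. The median log2 fold change of all genes tested in MP41 at 24 h was 0.065, and 0.105 with offsets for GC content and length, so changes there are relative to that shift.

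**Figure D1:**
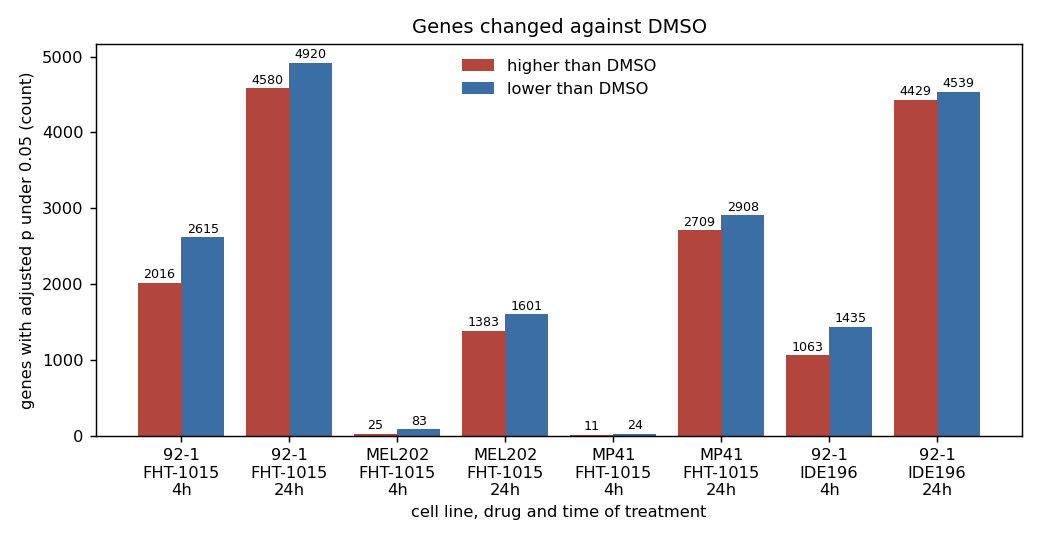
Number of genes (vertical axis, count) with an adjusted p under 0.05 in each of the 8 comparisons of drug with DMSO (horizontal axis), with red bars for genes higher and blue bars for genes lower. At 4 h the bars of 92-1 with FHT-1015 reach 2016 and 2615, while those of MP41 stay at 11 and 24.

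In DMSO alone, 24 h against 4 h gave 54 genes changed in the FHT-1015 experiment of 92-1, 0 in MEL202 with 330 genes at an unadjusted p under 0.05, 403 in MP41 and 41 in the IDE196 experiment. The MP41 number rests on single libraries: it was 6835 without replicate 3 of DMSO at 24 h and 14 without replicate 3 of DMSO at 4 h. In 92-1 the number was 16 without replicate 2 of the FHT-1015 DMSO samples at 4 h, and in the IDE196 experiment 4 without replicate 6 of DMSO at 24 h. Without the low-count filter it was 498 in the IDE196 experiment. The effect of the drug at 24 h differed from that at 4 h for 7133 genes in 92-1, 1097 in MEL202, 2890 in MP41 and 4733 in the IDE196 experiment. The alternative that moved these most was the GC and length offsets in MEL202, with 2799 genes. In MEL202 the number was 515 without replicate 2 of FHT-1015 at 24 h, and in MP41 it was 5815 without replicate 3 of DMSO at 24 h.

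SOX10 (ENSG00000100146.17, chromosome 22, 37970686 to 37987422, minus strand, a transcription factor of the melanocyte lineage) was lower with FHT-1015 in each line at both times. In 92-1 at 4 h its level was 14.4 ± 3.44 CPM with FHT-1015 and 436 ± 32.6 CPM in DMSO (SD, n = 3), a log2 fold change of -4.94 (SE 0.15, edgeR adjusted p 2.34e-11). In MEL202 at 4 h it was 63.4 ± 16.9 against 520 ± 152 CPM, a log2 fold change of -3.04 (SE 0.25, edgeR adjusted p 0.000179), and in MP41 95.6 ± 14.7 against 459 ± 37.7 CPM, a log2 fold change of -2.26 (SE 0.20, edgeR adjusted p 0.000449). Every treated replicate lay under every DMSO replicate in the 3 lines. The 4 h effect differed among the lines (edgeR adjusted p 1.89e-06). At 24 h the log2 fold changes were -4.69 in 92-1, -5.43 in MEL202 and -4.74 in MP41, and the difference among lines had an edgeR adjusted p of 0.123. In MEL202 at 4 h the fit of only the samples compared gave -3.02 with an edgeR adjusted p of 0.0788, the highest over 11 alternatives (the lowest was 2.92e-30). The gene overlaps POLR2F. With the sum of both stranded columns, the 4 h log2 fold changes were -4.93, -3.03 and -2.26.

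MITF (ENSG00000187098.15, chromosome 3, 69739435 to 69968337, plus strand), another such transcription factor, was lower at 24 h: from 396 ± 57.2 to 126 ± 8.13 CPM in 92-1 (log2 fold change -1.65, SE 0.13, edgeR adjusted p 3.4e-08, n = 3), by a log2 fold change of -1.91 in MEL202 (SE 0.23) and of -2.56 in MP41 (SE 0.22). The 24 h effect differed among the lines (edgeR adjusted p 0.0418). At 4 h no line passed the threshold, with log2 fold changes of -0.32 in 92-1 (edgeR adjusted p 0.0719), -0.02 in MEL202 and -0.55 in MP41. The 92-1 value passed it under 4 of the alternatives. Among them were a replicate block (-0.33, edgeR adjusted p 0.0262) and the GC and length offsets (-0.33, edgeR adjusted p 0.00759). The adjusted p of the 92-1 value ranged from 0.00658 to 0.384 over 11 alternatives. The MP41 value passed it with limma-voom (-0.52, limma adjusted p 0.00957), and its adjusted p ranged from 0.00957 to 0.65 over 11 alternatives.

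**Figure D2:**
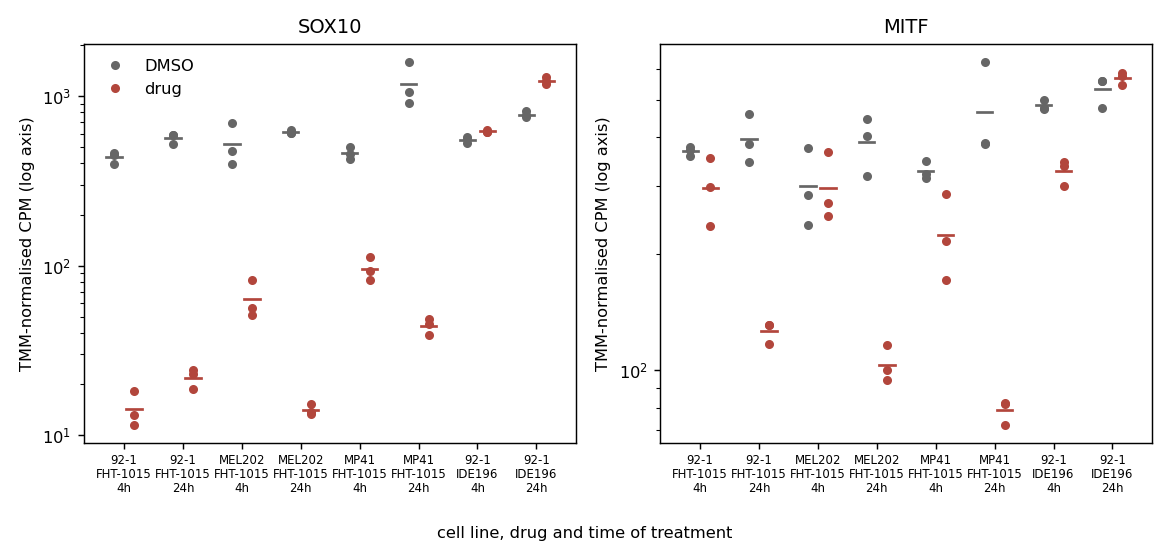
TMM-normalised CPM (vertical axis, log scale) of SOX10 and MITF in each replicate of the 8 comparisons (horizontal axis), with grey points for DMSO, red points for the drug and bars for the means of 3 replicates. SOX10 in 92-1 at 4 h averages 14.4 CPM with FHT-1015 and 436 CPM in DMSO, and with IDE196 at 24 h it averages 1230 CPM against 776 CPM.

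The drug's targets changed less. SMARCA4 (ENSG00000127616.18, chromosome 19, 10960825 to 11079426, plus strand) was higher in 92-1 by a log2 fold change of 0.35 at 4 h (SE 0.09, edgeR adjusted p 0.00665) and 0.25 at 24 h (SE 0.09, edgeR adjusted p 0.0193), and passed the threshold in neither other line at either time. With limma-voom and quality weights it passed in both other lines at 24 h, in opposite directions (0.32 in MEL202, limma adjusted p 0.027, and -0.39 in MP41, limma adjusted p 0.00883). Over 11 alternatives the adjusted p ranged from 0.027 to 0.72 in MEL202 and from 0.00883 to 0.458 in MP41, where the GC and length offsets changed the sign (0.10). Both 92-1 calls were lost with all 48 samples in one fit, and that at 24 h also without the low-count filter (0.24, edgeR adjusted p 0.0624). The adjusted p in 92-1 at 24 h ranged from 0.00484 to 0.334 over 11 alternatives, and 3 of 12 fits that left out a library lost the call. SMARCA2 (ENSG00000080503.24, chromosome 9, 1980290 to 2193624, plus strand) was higher in 92-1 at 24 h by 0.73 (SE 0.10, edgeR adjusted p 2.01e-05), and the 24 h effect differed among the lines (edgeR adjusted p 0.0076). Its log2 fold changes in MEL202 and MP41 at 24 h were -0.10 and 0.03. The sign in MP41 changed under 4 alternatives (-0.23 with the GC and length offsets, for example), and the MEL202 value was 0.00 without replicate 2 of DMSO at 24 h.

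The next comparison asks which responses the lines share. At 4 h, 5 genes were higher and 7 lower in the 3 lines among 13677 genes tested in each, where independence gives 0.00266 and 0.0197. With the GC and length offsets 27 and 61 genes were shared, and without replicate 2 of MP41 DMSO at 4 h no gene higher was shared by the 3 lines. Without replicate 3 of MP41 FHT-1015 at 4 h, 3 genes lower were shared, and without replicate 2 of MP41 DMSO at 24 h 28. Of the 5 higher, the naming rule gives NR4A2 (ENSG00000153234.14, chromosome 2, 156324432 to 156342348), NR4A3 (ENSG00000119508.18, chromosome 9, 99821855 to 99866891), DACT1 (ENSG00000165617.14, chromosome 14, 58633967 to 58648321) and MYC (ENSG00000136997.18, chromosome 8, 127735434 to 127741434). NR4A2 rose by log2 fold changes of 3.19 in 92-1, 1.67 in MEL202 and 1.85 in MP41, with standard errors of 0.22, 0.25 and 0.26. NR4A3 rose by 1.82, 1.78 and 1.06 (SE 0.14, 0.22 and 0.18), DACT1 by 1.69, 1.55 and 1.07 (SE 0.29, 0.26 and 0.15), and MYC by 0.53, 0.96 and 0.77 (SE 0.14, 0.19 and 0.12). Several of these calls were lost in some of the 12 fits that left out a library: in MEL202 that of MYC in 9 and that of DACT1 in 2, and in MP41 that of NR4A3 in 9, MYC in 6, DACT1 in 4 and NR4A2 in 2. A replicate block lost the MEL202 call of MYC (0.97, edgeR adjusted p 0.058). Limma-voom lost the MEL202 calls of DACT1 (1.36, limma adjusted p 0.102) and NR4A2 (1.63, limma adjusted p 0.0794). Over 11 alternatives the MEL202 adjusted p ranged from 1.95e-05 to 0.552 for MYC, from 4.35e-06 to 0.407 for DACT1 and from 3.85e-08 to 0.2 for NR4A2. At 24 h MYC was lower in the 3 lines, with -1.88, -1.76 and -1.03.

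Of the 7 genes lower at 4 h in the 3 lines, those named here are SOX10, PLEKHO2 (ENSG00000241839.10, chromosome 15, 64841883 to 64868007) and IL6R (ENSG00000160712.13, chromosome 1, 154405193 to 154469450). PLEKHO2 changed by log2 fold changes of -1.48, -2.01 and -1.37 in 92-1, MEL202 and MP41 (SE 0.14, 0.20 and 0.18). IL6R changed by -2.99, -1.95 and -1.29 (SE 0.16, 0.25 and 0.14). The effect on IL6R differed among the lines (edgeR adjusted p 0.000901), and that on PLEKHO2 had an edgeR adjusted p of 0.39. The MP41 call of PLEKHO2 was lost in 3 of 12 fits that left out a library. In a fit of only the samples compared, the MEL202 calls of these genes and of the 4 genes higher were lost.

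**Figure D3:**
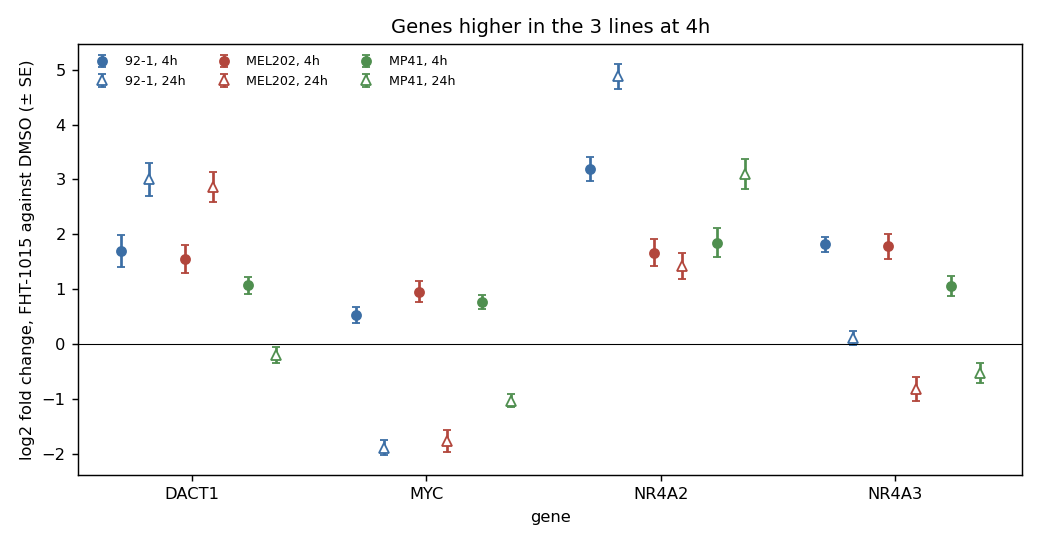
Log2 fold change of FHT-1015 against DMSO (vertical axis, with standard errors) for 4 of the 5 genes higher in the 3 lines at 4 h (horizontal axis), with filled circles for 4 h, open triangles for 24 h and a colour for each line. MYC lies between 0.53 and 0.96 at 4 h and between -1.88 and -1.03 at 24 h.

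At 24 h, 689 genes were higher and 1046 lower in the 3 lines, where independence gives 62.6 and 93.5, and 254 genes were called in opposite directions in different lines. With limma-voom 1895 and 2190 were shared. Without replicate 1 of MEL202 DMSO at 24 h 444 genes higher were shared, and without replicate 1 of MEL202 FHT-1015 at 24 h 693 lower. Across genes, which are not independent replicates, the 24 h log2 fold changes of 92-1 and MEL202 had a Pearson r of 0.749 (Spearman rho 0.722), those of 92-1 and MP41 of 0.653 (rho 0.619), and those of MEL202 and MP41 of 0.658 (rho 0.601). At 4 h the Pearson r was 0.429, 0.416 and 0.278 for the same pairs, and all 98 genes called in both 92-1 and MEL202 changed in the same direction.

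Of the genes higher at 24 h, 520 met the conditions of the naming rule, and 3 of them are named here. CXXC4 (ENSG00000168772.11, chromosome 4, 104468312 to 104494901) rose by log2 fold changes of 4.48, 3.27 and 3.55 in 92-1, MEL202 and MP41 (SE 0.29, 0.39 and 0.53), FREM2 (ENSG00000150893.11, chromosome 13, 38687129 to 38887131) by 3.20, 3.55 and 3.68, and SEMA3C (ENSG00000075223.14, chromosome 7, 80742538 to 80922359) by 2.93, 2.87 and 3.41. Lower at 24 h, among 887, were SOX10, TRPM1 (ENSG00000134160.13, chromosome 15, 31001061 to 31161273), SLAMF7 (ENSG00000026751.17, chromosome 1, 160739057 to 160754821) and BEST1 (ENSG00000167995.16, chromosome 11, 61949821 to 61965515). TRPM1 changed by -5.48, -5.33 and -4.61 (SE 0.16, 0.28 and 0.28). SLAMF7 changed by -4.64 in 92-1 and -6.88 in MEL202, and was at least 8.82-fold lower in MP41, where no treated replicate passed the floor. BEST1 changed by -4.93, -6.23 and -4.44. It overlaps FTH1. With the sum of both stranded columns the log2 fold change of BEST1 was -0.74 in 92-1, 0.15 in MEL202 and 0.07 in MP41. The stranded reads split evenly between the strands, so strand does not tell the genes of an overlap apart. That sum can therefore credit reads of FTH1 to BEST1, and it does not measure BEST1 alone. The unstranded column leaves reads of the overlap out as ambiguous.

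A further comparison asks whether the effect of FHT-1015 differs among the lines. In the joint fit, 253 genes differed at 4 h and 2211 at 24 h, among 18395 tested. With the GC and length offsets, the alternative that moved these most, the numbers were 681 and 3666. Without replicate 2 of 92-1 FHT-1015 at 4 h, 144 genes differed at 4 h, and without replicate 3 of MP41 DMSO at 24 h 3998 differed at 24 h. At 24 h, 195 genes met the conditions for opposite calls, and at 4 h none did. The rule gives BAMBI (ENSG00000095739.11, chromosome 10, 28677342 to 28682939), with log2 fold changes of -2.82 in 92-1, 0.84 in MEL202 and 0.81 in MP41 (edgeR adjusted p of the difference 2.58e-11). The MEL202 call (edgeR adjusted p 0.0205) was lost in 5 of 12 fits that left out a library. For ATOH8 (ENSG00000168874.13, chromosome 2, 85751344 to 85788066) they were -2.92, 1.19 and -1.06 (edgeR adjusted p of the difference 7.72e-11), and for ATP2A3 (ENSG00000074370.18, chromosome 17, 3923870 to 3964464) -1.74, 2.32 and 0.49 (edgeR adjusted p of the difference 3.86e-10). The MP41 value of ATP2A3 was not called (edgeR adjusted p 0.0984), but it was with GC and length offsets (0.91) and with limma-voom (0.71).

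IDE196 in 92-1 serves as a comparison with another drug in the same line. At 4 h, 1063 genes were higher and 1435 lower among 15437 tested, and at 24 h 4429 were higher and 4539 lower. With all 48 samples in one fit the 4 h numbers were 348 and 547. The largest rises at 4 h were in EFNA1 (ENSG00000169242.12, chromosome 1, 155127460 to 155134857), with a log2 fold change of 2.62 (SE 0.19), FBXO32 (ENSG00000156804.7, chromosome 8, 123497889 to 123541206), with 2.17 (SE 0.17), and PIK3IP1 (ENSG00000100100.12, chromosome 22, 31281593 to 31292534), with 2.02 (SE 0.21). The largest falls were in RGS16 (ENSG00000143333.7, chromosome 1, 182598623 to 182604408), with -4.38 (SE 0.23), EGR1 (ENSG00000120738.8, chromosome 5, 138465490 to 138469315), with -4.00 (SE 0.33), and NR4A3, from 249 ± 31.6 to 17.2 ± 1.72 CPM (SD, n = 3), with -3.86 (SE 0.12, edgeR adjusted p 1.11e-12). At 24 h the rises named here were in ACAN (ENSG00000157766.16, chromosome 15, 88803442 to 88875354), with 5.89, and ADAMTS15 (ENSG00000166106.3, chromosome 11, 130448974 to 130476641), with 5.57. The largest falls were in RGS16, with -6.78, ALK (ENSG00000171094.18, chromosome 2, 29192774 to 29921566), with -6.21, and NR4A3, with -5.85. SOX10 was higher at 24 h, by 0.67 (SE 0.08, edgeR adjusted p 1.22e-06), and did not pass the threshold at 4 h (0.16, edgeR adjusted p 0.182). MITF was lower at 4 h, with -0.56 (SE 0.09, edgeR adjusted p 0.000209), a call that was lost with all 48 samples in one fit (-0.55, edgeR adjusted p 0.0742). Over 10 alternatives its adjusted p ranged from 6.41e-09 to 0.0742. At 24 h its log2 fold change was 0.10 (edgeR adjusted p 0.356). SMARCA4 was lower at 24 h, with -0.40 (edgeR adjusted p 0.000609), a call lost with all 48 samples in one fit (-0.35). SMARCA2 was higher at 24 h by 0.66 (edgeR adjusted p 2.36e-05), and by 0.31 at 4 h (edgeR adjusted p 0.0416), where 8 of 12 fits that left out a library lost the call.

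The effects of the drugs in 92-1, each against its own DMSO, differed for 4169 genes at 4 h and 5586 at 24 h among 16917 tested. The sets of DMSO samples themselves differed for 7797 genes at 4 h and 7652 at 24 h, so each drug is compared only with its own set. At 4 h, 482 genes were called in the same direction with both drugs (388 under independence) and 636 in opposite directions. At 24 h these numbers were 5269 (2710 under independence) and 1043. The number under independence was not computed for opposite directions, so 482 against 388 does not show a mainly shared response at 4 h. Of the genes called with FHT-1015 at 4 h, 44.8% had the same sign with IDE196, and of those called with IDE196 46% with FHT-1015. At 24 h these shares were 77.7% and 78.6%. Across genes, the log2 fold changes of both drugs had a Pearson r of -0.046 at 4 h (Spearman rho -0.046) and of 0.43 at 24 h (rho 0.522).

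The melanocyte lineage list had a median under 0 with FHT-1015 in each comparison. Its median log2 fold change in 92-1 was -0.379 at 4 h (camera adjusted p 1.16e-06) and -2.145 at 24 h (1.05e-22). The medians in MEL202 were -0.134 (0.00061) and -1.939 (4.23e-27), and in MP41 -0.097 (9.81e-05) and -1.609 (2.07e-19). At 4 h, 11 genes in 92-1 were called lower (14 adjusted over the list alone), 1 in MEL202 (3 adjusted over the list alone) and 1 in MP41 (1 adjusted over the list alone), where the gene in both was SOX10. Without SOX10 the 4 h medians were -0.124 in MEL202 and -0.072 in MP41 (camera adjusted p over 4 tests 0.0688 and 0.057). The 4 h median in MEL202 was -0.058 without replicate 1 of DMSO at 4 h and -0.236 without its replicate 2. In MP41 it was -0.04 without replicate 3 of FHT-1015 at 4 h and -0.173 without replicate 3 of DMSO at 4 h. At 24 h, 17 of 20 genes in 92-1, 15 of 20 in MEL202 and 16 of 19 in MP41 were called lower over all genes tested, and as many adjusted over the list alone. DCT (ENSG00000080166.16, chromosome 13, 94436808 to 94479682) in 92-1 at 24 h was at least 32.5-fold lower, and placing it at that bound left the median at -2.145. With IDE196 the median was 0.053 at 4 h (camera adjusted p 0.607; 0.004 without replicate 1 of IDE196 at 4 h) and 0.157 at 24 h (0.0293), where DCT rose by a log2 fold change of 3.17 (SE 0.34) and 8 genes were called higher both over all genes tested and adjusted over the list alone, while 3 were called lower (2 adjusted over the list alone). The largest change at 4 h with IDE196 was in MC1R (ENSG00000258839.3, chromosome 16, 89912119 to 89920977), which overlaps TCF25, with -0.69, a call lost in 6 of 12 fits that left out a library.

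The MAPK output list, which reports on the pathway downstream of protein kinase C, was lower with IDE196, with a median log2 fold change of -1.26 at 4 h (camera adjusted p 1.37e-45) and -2.555 at 24 h (2.66e-25). Over all genes tested, 17 of its 19 genes were called lower at 4 h and 18 at 24 h, and the same numbers adjusted over the list alone. EPHA4 was at the floor with IDE196 at 24 h, and placing it at its bound gave a median of -1.823. With FHT-1015 in 92-1 the median was -0.059 at 4 h (camera adjusted p 0.879), with EGR1 higher by 2.51, and -0.219 at 24 h (0.0503). Of its 18 genes tested in 92-1 with FHT-1015, 7 were called higher and 6 lower at 4 h, and 5 higher and 7 lower at 24 h. The genes of the list thus changed in both directions there, which a median does not show. The 4 h median was -0.029 without replicate 3 of FHT-1015 at 4 h, and the 24 h result passed the threshold in 7 of 12 fits that left out a library. In MEL202 the median was -0.258 at 4 h (0.182), and -0.063 without replicate 2 of FHT-1015 at 4 h. At 24 h it was 0.124 in MEL202 while camera gave a shift downward (0.0293), with a log2 fold change of -3.43 (SE 0.35) for CCND1 (ENSG00000110092.3, chromosome 11, 69641087 to 69654474). That median was 0.038 without replicate 1 of DMSO at 24 h. In MP41 the median was -0.241 at 4 h (0.000506), with a log2 fold change of -1.01 for SPRY4 (ENSG00000187678.9, chromosome 5, 142310427 to 142326455), a call lost in 5 of 12 fits that left out a library, and -0.298 at 24 h (0.00044). DUSP4 (ENSG00000120875.9, chromosome 8, 29333064 to 29350668) had the largest called change in 92-1 at 24 h (-2.64), in MEL202 at 4 h (-1.58) and in MP41 at 24 h (-3.53), and SPRY4 the largest with IDE196 at 24 h (-5.68).

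The cell cycle list was lower at 24 h in each experiment. Its median log2 fold change was -1.551 in 92-1 with FHT-1015 (camera adjusted p 1.87e-15), -0.787 in MEL202 (7.23e-08), -1.1 in MP41 (1.79e-13) and -1.298 with IDE196 (1.11e-21). Of 24 genes, 24, 12, 19 and 23 were called lower in the same order, and 24, 12, 20 and 23 adjusted over the list alone. E2F1 (ENSG00000101412.13, chromosome 20, 33675683 to 33686404) changed most in 92-1, by -3.13 with FHT-1015 and -3.76 with IDE196. CCNE2 (ENSG00000175305.17, chromosome 8, 94879770 to 94896678) changed most in MP41 (-2.31) and, level with E2F1 at the digits given, in MEL202 (both -2.24). CCNE2 overlaps INTS8 and NDUFAF6. With the sum of both stranded columns it changed by -1.53 in MEL202 (edgeR adjusted p 0.0453). Its MP41 call was lost with that sum (-1.01, edgeR adjusted p 0.0992, the highest over 11 alternatives). The sum may include reads of the overlapping genes, since strand does not tell them apart in these libraries. At 4 h the median was -0.272 in 92-1 with FHT-1015 (camera adjusted p 0.02), with -0.76 for MCM2 (ENSG00000073111.14, chromosome 3, 127598223 to 127622436). It was -0.085 in MEL202 (0.322; -0.038 without replicate 1 of FHT-1015 at 4 h), -0.02 in MP41 (0.569; 0.004 without replicate 1 of FHT-1015 at 4 h) and 0.01 with IDE196 (0.747; -0.034 without replicate 4 of DMSO at 4 h), where CCNE2 changed by -0.63, a call lost in 4 of 12 fits that left out a library. Of the list calls at the preset correlation, 4 did not hold under an estimated correlation: the cell cycle in 92-1 with FHT-1015 at 4 h (adjusted p 0.626) and at 24 h (0.0861), the MAPK list in MEL202 at 24 h (0.0621) and the melanocyte list with IDE196 at 24 h (0.4). Under fry 1 of these, the cell cycle in 92-1 at 4 h, was lost (0.0847), and all the others held.

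**Figure D4:**
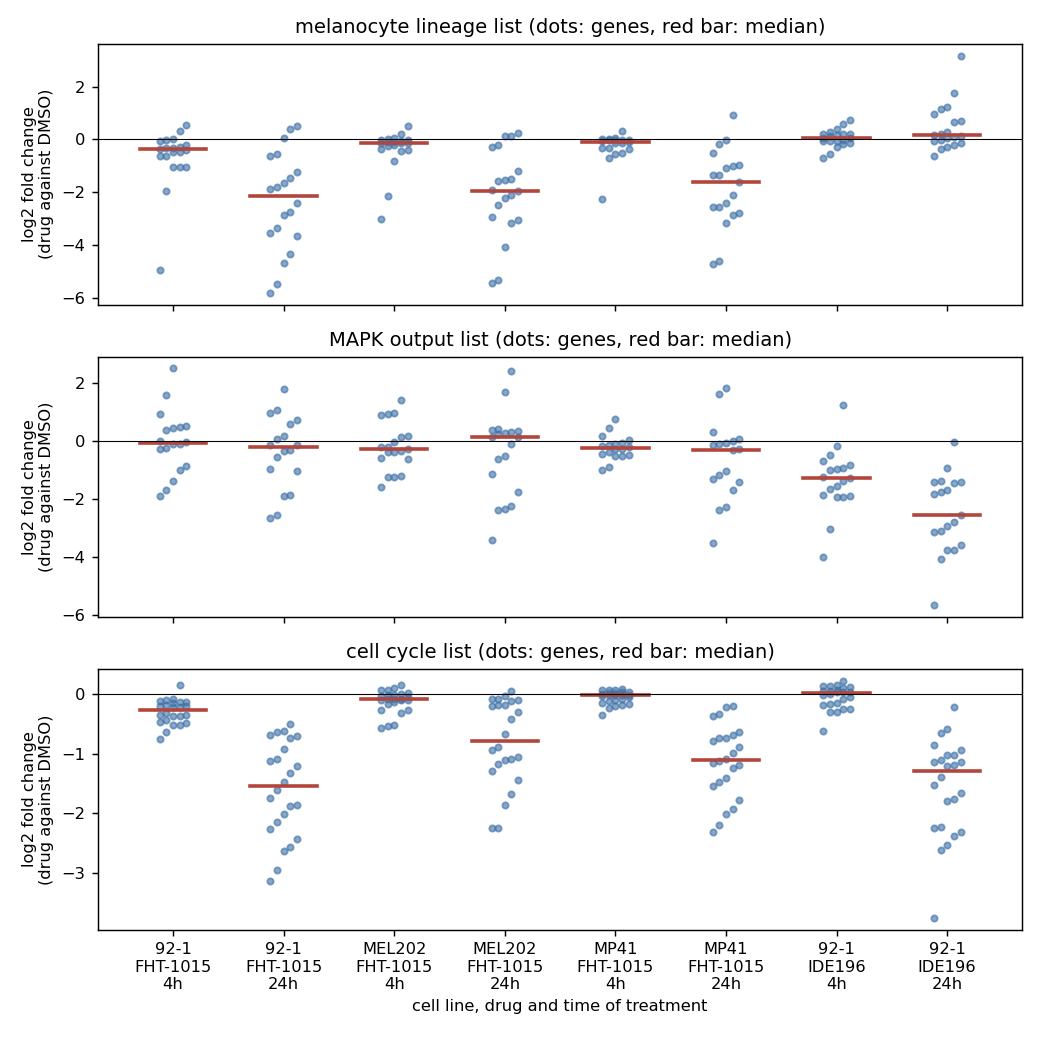
Fitted log2 fold change of drug against DMSO (vertical axes) for each tested gene of the 3 lists in the 8 comparisons (horizontal axis), with a blue dot per gene and a red bar at the median. The cell cycle medians at 24 h lie between -1.551 and -0.787, and 2 dots (DCT in 92-1 with FHT-1015 and EPHA4 with IDE196, both at 24 h) are fitted values of genes at the floor.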

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

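Some tests in this part were chosen only after the result was seen. They are all those with GC and length offsets, for counts and for single genes, and those with limma-voom. The comparison of the shares of uncounted reads with chance is another.

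The effect of a drug differed between 24 h and 4 h for 7133 genes in 92-1 with FHT-1015, 1097 in MEL202, 2890 in MP41 and 4733 in 92-1 with IDE196, which is a tested difference between time points. Of 100 regroupings of the 12 libraries, the real one included, 1, 2, 1 and 1 gave as many genes in the same order. With offsets for GC content and exonic length the numbers were 7655, 2799, 4448 and 5244. With every library thinned to the shallowest of the 12 they were 6693, 1053, 2758 and 4642, and without the mitochondrial genes 7131, 1104, 2949 and 4767. These values argue against GC and length bias, unequal depth, or a varying mitochondrial share as the whole cause. Single libraries still mattered: the MEL202 number fell to 515 without replicate 2 of FHT-1015 at 24 h, and the MP41 number was 5815 without replicate 3 of DMSO at 24 h. A candidate explanation is that the response to either drug builds up over time, with later changes that follow from earlier ones, but no test here separates these.

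The effect of FHT-1015 differed among the 3 lines for 253 genes at 4 h and 2211 at 24 h. Of 60 regroupings of the libraries within each experiment, 1 at 4 h and 2 at 24 h gave as many genes. The numbers were 681 and 3666 with GC and length offsets, 208 and 2034 with libraries thinned to the shallowest of the 36, and 262 and 2165 without the mitochondrial genes. None of these trends can therefore be the whole cause. At 4 h the number was 144 without replicate 2 of 92-1 FHT-1015, and at 24 h it was 3998 without replicate 3 of MP41 DMSO. A difference between the lines themselves remains a hypothesis. The labels give no dates of culture or library preparation, so a difference in handling is not separated from the line.

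For 3 genes the 24 h effects of FHT-1015 ran in opposite directions. The adjusted p of the difference among lines was 7.72e-11 for ATOH8, 3.86e-10 for ATP2A3 and 2.58e-11 for BAMBI. With GC and length offsets it was 1.08e-12, 2.47e-14 and 5.64e-15, which argues against a GC or length trend as the whole cause. The MP41 rise of ATP2A3 (0.49, adjusted p 0.0984) was not called, but it was with GC and length offsets (0.91, 0.000115) and with limma-voom (0.71, 0.000111). Its adjusted p ranged from 0.000111 to 0.324 over 11 alternatives. The rise was 0.24 without replicate 3 of DMSO at 24 h and 0.82 without its replicate 2. The result changed in 1 of 12 fits that left out a library. The MEL202 rise of BAMBI (0.84) lay between 0.74 and 0.94 when single libraries were left out, with the call lost in 5 of 12 fits. Line-specific regulation of these genes may remain, and it was not tested further.

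Reads that were not assigned to a gene were compared as shares of all reads, in percentage points. In 92-1 with FHT-1015 the share outside genes was 1.43 points higher at 4 h (5.92% ± 0.556 against 4.49% ± 0.204, SD, n = 3). At 24 h the unmapped share was 0.184 points higher and the share mapped to several places 0.377 points higher. With IDE196 at 24 h the shares were higher by 0.68 points for unmapped reads, 1.11 for reads mapped to several places and 0.552 for reads outside genes. In each case every treated library lay above every DMSO library, and the two-sided exact permutation p was 0.1, the smallest that 3 against 3 allow (0.4 after Benjamini-Hochberg adjustment over 32 shares). No overlap was found in 8 of the 32 shares, 6 higher and 2 lower, where chance gives 10%, or 3.2. Since the 32 shares depend on each other and none can pass the adjustment, these differences and chance cannot be told apart.

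DNA in the libraries could raise the share outside genes in 92-1 at 4 h. It would also raise reads in silent genes, taken here as genes with no reads in most of the 48 libraries of the 3 lines. Some of these may be expressed in 92-1, so their reads are not a measure of DNA alone. The lowest share of gene reads in 37000 silent genes among the treated libraries was 0.0331% (95% Wilson interval 0.0323 to 0.034). The treated libraries ranged from 0.0331% to 0.062% and the DMSO libraries from 0.0235% to 0.0368%. The ranges overlap, so DNA and a change in transcription outside genes cannot be told apart with 3 libraries in each group.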

How the results depend on the processing

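No test in this part was chosen only after the result was seen apart from the alternatives with GC and length offsets, limma-voom with library quality weights and the newer quasi-likelihood method. The threshold of 1 on the log2 scale is stricter by construction, and fits with fewer samples lose degrees of freedom. That loss does not explain counts that rose with only the samples compared: from 1383 to 3123 higher and 1601 to 3133 lower in MEL202 at 24 h. In MP41 at 4 h they rose from 11 to 96 and from 24 to 250. Such fits also take the spread from the compared samples alone, where the main fits share 1 estimate over both times. For these rises and the other changes the cause was not tested.

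A count was taken as changed when it moved by over 1.5 times. Relative log expression normalisation and library size alone each changed 0 of the 60 counts and list results they were run on. The sum of both stranded columns changed 0 of 16 counts, the newer quasi-likelihood method 0 of 36 counts and shares of uniquely mapped reads 0 of 8 shares. Each of these settings was run on only some of the counts, lists and shares. Across the 36 counts, 95 of 344 values under all alternatives together, these included, moved by over 1.5 times, and so did 99 of 648 values in fits that left out a library. Across the 24 list results, 9 of 162 values under all alternatives together changed, 5 weaker and 4 stronger.

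With DESeq2 the numbers higher and lower at 4 h were 132 and 249 in MEL202, and 47 and 122 in MP41. The genes changed in DMSO between times were 152 in the FHT-1015 experiment of 92-1, 1 in MEL202, 1828 in MP41 and 273 in the IDE196 experiment. The effects at both times differed for 1873 genes in MEL202, and the 3 lines shared 24 genes higher and 44 lower at 4 h.

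With GC and length offsets, MEL202 had 168 higher and 257 lower at 4 h and 2369 and 2581 at 24 h, and MP41 62 and 154 at 4 h. The effects at both times differed for 2799 genes in MEL202 and 4448 in MP41, DMSO in the IDE196 experiment changed for 76, and the lines differed for 681 at 4 h and 3666 at 24 h. The lines shared 27 higher and 61 lower at 4 h, and 1341 and 1576 at 24 h. The MAPK list in MEL202 at 4 h had a median of -0.272 (adjusted p 0.0417) and passed the threshold. Its adjusted p ranged from 0.00892 to 0.213 over 7 alternatives.

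With an absolute log2 fold change of at least 1, 92-1 with FHT-1015 had 389 genes higher and 798 lower at 4 h, and 2099 and 1839 at 24 h. MP41 had 6 higher at 4 h, and 1469 higher and 1418 lower at 24 h. With IDE196 there were 234 and 227 at 4 h, and 1886 and 1535 at 24 h. The lines shared 3 higher at 4 h, and 325 higher and 479 lower at 24 h, and the drugs 42 genes at 4 h and 1421 at 24 h.

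With all 48 samples in one fit, the numbers at 4 h were 764 and 1325 in 92-1 with FHT-1015, 370 and 472 in MEL202, 30 and 64 in MP41, and 348 and 547 with IDE196. MEL202 had 2659 and 3074 at 24 h. DMSO changed for 14 genes in the FHT-1015 experiment of 92-1, 1 in MEL202, 2895 in MP41 and 5 in the IDE196 experiment. The lines shared 18 higher and 38 lower at 4 h and 1606 lower at 24 h, and the drugs 137 genes at 4 h and 3489 at 24 h.

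With limma-voom and quality weights, 92-1 had 3123 genes higher with FHT-1015 at 4 h. MEL202 had 16 higher at 4 h, and 4482 higher and 4337 lower at 24 h. MP41 had 200 and 448 at 4 h and 4988 and 4443 at 24 h. The lines shared 12 higher and 56 lower at 4 h, and 1895 and 2190 at 24 h.

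Without the low-count filter, MEL202 had 53 higher and 154 lower at 4 h, and MP41 30 and 92. DMSO changed for 243 genes in the FHT-1015 experiment of 92-1, 4 in MEL202, 2505 in MP41 and 498 in the IDE196 experiment. The lines shared 10 higher and 34 lower at 4 h.

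With only the samples compared in the fit, MEL202 had 0 higher and 0 lower at 4 h (589 genes at an unadjusted p under 0.05), and 3123 and 3133 at 24 h. MP41 had 96 and 250 at 4 h, 1362 higher at 24 h, and 0 genes changed in DMSO (2590 at an unadjusted p under 0.05). DMSO in the IDE196 experiment changed for 24. With only the samples of that time, the lines differed for 118 genes at 4 h.

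With a replicate block pairing same-numbered libraries, MEL202 had 15 genes higher at 4 h, DMSO in the FHT-1015 experiment of 92-1 changed for 101, and the MAPK list in 92-1 at 24 h had a median of -0.226 (adjusted p 0.0399). Over 7 alternatives that adjusted p ranged from 2.05e-06 to 0.212. In this block MITF in 92-1 at 4 h was called (-0.33, adjusted p 0.0262, against 0.0719 without the block). MITF in MEL202 at 4 h had a log2 fold change of 0.00, and the call of MYC in MEL202 at 4 h was lost (0.97, adjusted p 0.058).

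Under an estimated correlation between genes 4 list results no longer passed the threshold, with the same medians: the cell cycle in 92-1 with FHT-1015 at 4 h (-0.272, adjusted p 0.626) and 24 h (-1.551, 0.0861), the MAPK list in MEL202 at 24 h (0.124, 0.0621) and the melanocyte list with IDE196 at 24 h (0.157, 0.4). With fry the cell cycle in 92-1 at 4 h was weaker (-0.272, 0.0847), and the MAPK list was stronger in 92-1 at 24 h (-0.219, 2.05e-06) and in MEL202 at 4 h (-0.258, 0.00892).

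Leaving out single libraries gave these ranges. In MEL202, 6 to 25 genes were higher and 22 to 112 lower at 4 h, and 788 to 1965 and 971 to 2065 at 24 h. The low ends at 4 h were without replicates 1 and 3 of FHT-1015 at 4 h, those at 24 h without replicate 1 of DMSO and replicate 3 of FHT-1015 at 24 h, and all 4 high ends without replicate 2 of FHT-1015 at 4 h. In MP41 at 4 h, 1 to 34 were higher and 6 to 107 lower. The low ends were without replicates 1 and 2 of DMSO at 4 h and the high ends without replicate 2 of DMSO at 24 h.

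Genes changed in DMSO numbered 16 to 81 in the FHT-1015 experiment of 92-1 (16 without replicate 2 of DMSO at 4 h), 14 to 6835 in MP41 (without replicate 3 of DMSO at 4 h and at 24 h) and 4 to 50 in the IDE196 experiment (4 without replicate 6 of DMSO at 24 h). The effects at both times differed for 515 to 1562 genes in MEL202 (515 without replicate 2 of FHT-1015 at 24 h) and 1946 to 5815 in MP41 (5815 without replicate 3 of DMSO at 24 h). The lines differed for 144 to 368 genes at 4 h (144 without replicate 2 of 92-1 FHT-1015) and 1712 to 3998 at 24 h (3998 without replicate 3 of MP41 DMSO). They shared 0 to 10 higher and 3 to 28 lower at 4 h, and 444 to 849 higher and 693 to 1186 lower at 24 h. The 4 h ends rest on MP41 libraries, with 0 without replicate 2 of DMSO and 3 without replicate 3 of FHT-1015. The low 24 h ends rest on replicates 1 of MEL202 DMSO and FHT-1015 at 24 h.

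For the lists, medians in fits that left out a library ranged from -0.321 to -0.195 for the cell cycle in 92-1 at 4 h, -0.254 to -0.194 for MAPK in 92-1 at 24 h (which passed the threshold in 7 of 12 of these fits), -0.419 to -0.063 for MAPK in MEL202 at 4 h (-0.063 without replicate 2 of FHT-1015) and 0.038 to 0.138 for MAPK in MEL202 at 24 h (0.038 without replicate 1 of DMSO). They ranged from -0.049 to 0.004 for the cell cycle in MP41 at 4 h (0.004 without replicate 1 of FHT-1015), -0.034 to 0.04 for the cell cycle with IDE196 at 4 h (-0.034 without replicate 4 of DMSO) and 0.123 to 0.218 for the melanocyte list with IDE196 at 24 h. The melanocyte median at 4 h ranged from -0.236 to -0.058 in MEL202 (without replicates 2 and 1 of DMSO) and from -0.173 to -0.04 in MP41 (without replicate 3 of DMSO and of FHT-1015), on the same side of the threshold in all these fits. The difference in the share of reads outside genes ranged from -0.374 to 1.09 points in 92-1 with FHT-1015 at 24 h, where 0.289 was found with all libraries. It ranged from -0.151 to 1.12 in MEL202 at 4 h (0.468 with all) and from -0.73 to 0.222 in MEL202 at 24 h (-0.267 with all). The ends with the changed sign were without replicate 3 of 92-1 FHT-1015, replicate 2 of MEL202 FHT-1015 and replicate 2 of MEL202 DMSO at those times.

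Across 111 values of named genes, 47 of 1196 values under the alternatives changed, 26 weaker, 9 stronger and 12 reversed, and in fits that left out a library 87 of 1332, 71 weaker, 4 stronger and 12 reversed. Apart from BEST1, the reversed values belong to genes that were not called. The sum of both stranded columns gave BEST1 0.15 in MEL202 and 0.07 in MP41 at 24 h, since it assigns reads of the overlap with FTH1 by strand. In these libraries strand does not tell the genes apart, so the sum can credit reads of FTH1 to BEST1. MITF in MEL202 at 4 h (-0.02) was 0.04 with library size alone, 0.00 with only the samples compared and 0.06 with limma-voom, and -0.20 to 0.18 when single libraries were left out. SMARCA2 in MEL202 at 4 h (0.12) was -0.06 with GC and length offsets and -0.02 to 0.25 without single libraries, and at 24 h (-0.10) -0.22 to 0.00. In MP41 at 24 h (0.03) SMARCA2 was -0.03 with only the samples compared, -0.23 with GC and length offsets, -0.05 with limma-voom, -0.03 with all 48 samples in one fit and -0.10 to 0.15 without single libraries. SMARCA4 ranged from -0.09 to 0.59 in MEL202 at 4 h (-0.09 without replicate 2 of FHT-1015) and from -0.08 to 0.08 in MP41 at 4 h. In MP41 at 24 h (-0.26) SMARCA4 was 0.10 with GC and length offsets. There it ranged from -0.54 without replicate 3 of DMSO at 24 h to 0.00 without its replicate 2. SOX10 kept its direction and call in each comparison under each alternative run, except in MEL202 at 4 h with only the samples compared (-3.02, adjusted p 0.0788).

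The spread between replicates and the depth limit how many changes of 1 on the log2 scale can be called. In the simulated counts, where such changes were placed at 24 h, 32.5% were recovered in MEL202 and 56% in MP41, against 93% and 98% in the experiments of 92-1.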

Other observations

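Some tests in this part were chosen only after the result was seen. They include all those with GC and length offsets, for the MP41 and 92-1 DMSO samples, the MEL202 splits and the gene spans. The others are those on depth and complexity of a MEL202 library, the lineage list without SOX10 and the DMSO change of genes with opposite responses.

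Other splits of the libraries were counted for each comparison, and with 3 libraries against 3 the share is never under 0.1, so chance cannot be told apart by these counts alone. Of the 10 splits of the 6 libraries, only the real one gave as many genes in 7 of the 8 drug comparisons, and in MEL202 at 4 h 2 did. For DMSO at 24 h against 4 h, 2 of the 10 splits gave as many genes in the FHT-1015 experiment of 92-1, 10 in MEL202, where the real split gave 0 (330 genes at an unadjusted p under 0.05), 1 in MP41 and 1 in the IDE196 experiment. For the sets of DMSO samples of 92-1 it was 1 at each time. For the differences between drugs, 2 of 60 regroupings at 4 h and 1 at 24 h gave as many genes. Of 100 combined splits, 1 gave as many genes shared by the 3 lines, for each direction and time, and 2 at 4 h and 1 at 24 h as many genes shared by the drugs. These combined counts add little, since any other split of 92-1 or MP41 gave 0 genes and so left 0 to share. The other combination at 4 h shared 636 genes, the number called in opposite directions with the drugs. It is the real split with the arms of 1 drug swapped.

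For the lists, in the order melanocyte, MAPK and cell cycle, the splits of 10 with a result as large were 1, 5 and 5 in 92-1 with FHT-1015 at 4 h, 1, 1 and 6 in MEL202 at 4 h, 1, 2 and 6 in MP41 at 4 h, and 10, 1 and 9 with IDE196 at 4 h. At 24 h they were 1, 1 and 1 in each line with FHT-1015, and 4, 1 and 1 with IDE196. The melanocyte shift with IDE196 at 24 h, the cell cycle shift in 92-1 with FHT-1015 at 4 h and the MAPK shift in MP41 at 4 h are thus no larger than some regroupings of the same libraries give.

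In MEL202 at 4 h another split, with replicates 1 and 3 of FHT-1015 beside replicate 3 of DMSO, gave 831 genes against 108 by the labels. A GC or length bias that runs across the labels is a candidate explanation: with offsets for both, the real split gave 425 genes and the largest other split 0 (436 to 3482 genes at an unadjusted p under 0.05 over the other splits).

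Fewer genes changed at 4 h in MEL202 (108) and MP41 (35) than in 92-1 (4631). Wider spread between replicates was not enough to account for this in simulations, which cannot exclude it. They planted the fitted 92-1 effects with their error, and drew independent counts with 1 dispersion per gene for all groups. The real libraries were less even: in MEL202 with FHT-1015 at 4 h, the SD of their log2 deviations ran from 0.37 in replicate 1 to 0.76 in replicate 2. In 10 simulations of the 92-1 effects with the dispersions and depths of the line, at least 1069 genes were called for MEL202 (at most 1312) and at least 2138 for MP41 (at most 2325). Smaller fold changes may be part of the difference. Over the genes called in 92-1 with an absolute log2 fold change of at least 1, the median in the 92-1 direction was 0.60 in MEL202, where the same genes had 1.42 in 92-1, and 0.34 in MP41, where they had 1.41. Genes chosen for large changes in 92-1 are expected to shrink elsewhere to some degree, and whether the lines took up the drug equally is not known.

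Replicate 2 of MEL202 with FHT-1015 at 4 h had a read in 17592 genes, while the other 47 libraries had at least 20023. Its depth of 21.98 M reads in genes lay within the range of the others, which argues against depth. Its log2 CPM correlated with the mean of the other MEL202 libraries at 0.912 across genes, which are not independent replicates, and most with its own line among the lines, which argues against another cell line. Among genes with 15 to 40 expected reads, 14.3% had 0 reads (95% Wilson interval 12.7 to 16.0), against at most 1.5% in the other libraries. Low library complexity is consistent with that value. No biological explanation was tested.

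The number of genes changed between 4 h and 24 h in MP41 DMSO rose from 403 to 6835 without replicate 3 at 24 h. Its libraries at 24 h deviated with GC content in different directions, with correlations across genes of -0.11, 0.80 and -0.79 for replicates 1 to 3. With GC and length offsets the numbers were 592 with all libraries and 1968 without replicate 3. The rise was smaller but did not vanish, so a GC trend may be part of the cause and not the whole. Replicate 2 at 24 h also stood apart. Its log2 CPM correlated at 0.873 with the mean of the other MP41 libraries, against 0.962 and 0.982 for replicates 1 and 3. The SD of the log2 deviations was 0.24, 0.73 and 0.64 for replicates 1 to 3. The fit without replicate 3 keeps replicate 2, so the rise does not mark replicate 3 as the odd library. Replicate 2 enters every MP41 comparison that uses DMSO at 24 h. No biological explanation was tested.

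The sets of DMSO samples of 92-1 differed for 7797 genes at 4 h and 7652 at 24 h. With GC and length offsets they differed for 7458 and 7120, which argues against such a bias as the whole cause. The labels number the sets separately, and no test here separates culture, handling and library preparation.

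SOX10 may fall before the rest of the melanocyte list in MEL202 and MP41. Without it, the median log2 fold change of the list at 4 h was -0.352 in 92-1, -0.124 in MEL202 and -0.072 in MP41 (camera p 0.00125, 0.0516 and 0.0285; 0.005, 0.0688 and 0.057 after adjustment over 4 tests). At 24 h the medians without SOX10 were -1.864, -1.91 and -1.481. Of the 19 other genes in 92-1, 10 were already called lower at 4 h, so part of the list was lower along with SOX10 there. The number was 0 in MEL202 and 0 in MP41, where fewer changes can be called. An order in time in those lines would go with a loss of SOX10 ahead of its lineage. It does not show that the loss of SOX10 leads to the rest, and a slower decay of the other transcripts would look the same.

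In 92-1 with FHT-1015, 917 of 3308 genes called at both times changed in opposite directions, 477 from higher to lower and 440 from lower to higher. A drift in DMSO could turn a drug effect over. The median change of these genes in DMSO from 4 h to 24 h in that direction was 0.05, against a median difference between the effects of 1.23, which argues against such a drift. A feedback or later response remains a hypothesis.

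It was asked whether genes with a short genomic span respond first, since a long gene takes longer to transcribe. Of 10000 random lists matched for mean expression, the middle 95% had medians from 28.2 to 31.7 kb for the genes lower in 92-1 with FHT-1015 at 4 h, whose median was 41.5 kb, and from 28.2 to 32.1 kb for the genes higher, whose median was 27.2 kb. With IDE196 the genes lower had 29.2 kb (31.5 to 36.8) and the genes higher 42.1 kb (28.3 to 34.2). With GC and length offsets these medians were 39.8, 27.3, 33.4 and 40 kb. Short spans are therefore consistent with the rises after FHT-1015, with and without offsets, and with the falls after IDE196 without them. The short spans of the genes lower with IDE196 could also come from GC or length bias, since 33.4 kb lay within the random range with offsets (31.9 to 36.8). The genes lower with FHT-1015 and those higher with IDE196 had spans above the random range.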
